# Formaldehyde-Assisted Isolation of Regulatory Elements (FAIRE) Analysis Uncovers Broad Changes in Chromatin Structure Resulting from Hexavalent Chromium Exposure

**DOI:** 10.1371/journal.pone.0097849

**Published:** 2014-05-16

**Authors:** Jerald L. Ovesen, Yunxia Fan, Xiang Zhang, Jing Chen, Mario Medvedovic, Ying Xia, Alvaro Puga

## Abstract

The ability of chromatin to switch back and forth from open euchromatin to closed heterochromatin is vital for transcriptional regulation and genomic stability, but its dynamic structure is subject to disruption by exposure to environmental agents such as hexavalent chromium. Cr(VI) exposure disrupts chromatin remodeling mechanisms and causes chromosomal damage through formation of free radicals, Cr-DNA adducts, and DNA-Cr-protein cross-links. In addition, acute, high-concentration, and chronic, low-concentration exposures to Cr(VI) lead to significantly different transcriptional and genomic stability outcomes. We used mouse hepatoma Hepa-1c1c7 cells to investigate how transcriptional responses to chromium treatment might correlate with structural chromatin changes. We used Formaldehyde-Assisted Isolation of Regulatory Elements (FAIRE) analysis coupled with deep sequencing to identify regions of the genome that may switch between open and closed chromatin in response to exposure to varying Cr(VI) concentrations. At either Cr(VI) concentration, chromatin domains surrounding binding sites for AP-1 transcription factors become significantly open, whereas BACH2 and CTCF binding sites are open solely at the low and high concentrations, respectively. Parallel gene expression profiling using RNA-seq indicates that the structural chromatin changes caused by Cr(VI) affect gene expression levels in the target areas that vary depending on Cr(VI) concentration, but show no correlation between global changes in the overall transcriptional response and Cr(VI) concentration. Our results suggest that FAIRE may be a useful technique to map chromatin elements targeted by DNA damaging agents for which there is no prior knowledge of their specificity, and to identify subsequent transcriptomic changes induced by those agents.

## Introduction

The ability to control gene expression depends on critical epigenetic components that regulate chromatin structure [1]. Transcriptional complexes may cause changes in chromatin structure and chromatin structure in turn may serve as a key regulator of transcriptional activity. Heterochromatin, where DNA is tightly bound to histones, serves to block access to regulatory gene elements by transcription factors, while more loosely packed euchromatin allows the transcriptional machinery to have greater access to the DNA [2]. In order to regulate DNA access, transcription factors binding to their recognition motifs target the recruitment of many cofactors to alter chromatin structure and either loosen or tighten DNA-histone interactions [3]. These cofactors can either actively remodel chromatin structure, such as is the case of SWI/SNF complexes [4], or alter chromatin structure through posttranslational modifications on the tails of DNA associated histones, as histone acetyltransferases (HAT) and histone methyltransferases (HMT) do [5]–[7]. The binding of transcription factors and the recruitment of these co-factors leads to a cascade of events that alter chromatin structure, transitioning from heterochromatin to euchromatin and back to heterochromatin, as may be needed in response to stimuli that regulate transcription factor access to genes and the resulting gene expression [3].

The negative health effects of exposure to hexavalent chromium, especially lung cancer, have been recognized for more than 100 years [8], [9]. Cr(VI), used in many industrial processes and found in the waste of many different industries, is known to be a powerful carcinogen and mutagen [10], [11]. The basic foundations of the mechanism of Cr(VI) toxicity are fairly well understood. Sulfate ion transporters facilitate Cr(VI) transport into the cells; once inside, Cr(VI) is reduced through 1-electron intermediates Cr(V) and Cr(IV) to stable Cr(III), producing reactive oxygen species and causing radical-mediated DNA damage [12]. Cr(VI) reduction leads to the formation of stable Cr complexes with DNA and proteins causing formation of Cr-DNA adducts, DNA-Cr-DNA crosslinks, and DNA-Cr-protein crosslinks [13], although a recent study has shown that formation of DNA-Cr-DNA crosslinks is an *in vitro* phenomenon that does not occur in living cells [14]. These Cr adducts disrupt the mechanisms of chromatin remodeling leading to the alteration of normal gene expression processes [15]–[17]. Adducts and crosslinks seem to preferentially take place at sites of high DNA replication and transcription activity and often include crosslinking of chromatin remodeling complexes containing proteins of the epigenetic machinery [18], [19]. Cr-DNA adducts, and DNA-Cr-protein crosslinks, especially those containing chromatin remodeling complex components, cause disruption of chromatin structure throughout the nucleus, changing gene expression and potentially altering normal cellular growth patterns and responses to stress.

Formaldehyde-assisted isolation of regulatory elements (FAIRE) utilizes DNA/protein crosslinking followed by phenol/chloroform extraction to differentially segregate regions of the genome as determined by the amount of histone/DNA contacts that can be cross-linked [20], [21]. FAIRE can be used to identify and analyze active regulatory sequences based on their decreased nucleosomal content and, when combined with high-throughput sequencing (FAIRE-seq), to locate tissue-specific regulatory elements at a genome-wide scale [22], [23]. Given the disruption of chromatin structure caused by Cr treatment, we argued that FAIRE could be used to identify dynamic changes in regions of the genome open or closed by Cr exposure. To test this hypothesis, we compared FAIRE signals of untreated hepatoma cells with signals in cells treated with two extreme protocols of Cr(VI) exposure; one, an acute high concentration of 25 µM Cr(VI) for 90 minutes and the other, a sustained growth for 20 passages in the presence of a low concentration of 0.5 µM Cr(VI). We identified AP-1, BACH2 and CTCF/BORIS as specific Cr concentration-dependent FAIRE signatures in chromatin. When FAIRE-seq results were combined with RNA-seq data from the same cells, we found that the structural chromatin changes that occur as a response to Cr(VI) treatment do not seem to correlate with any changes in the overall transcriptional response caused by Cr(VI) treatment. These observations suggest that chromatin structural changes might contribute to, but by themselves are insufficient to cause the gene transcription changes induced by Cr. Nonetheless, FAIRE appears to be effective at mapping chromatin elements targeted by DNA damaging agents for which there is no prior knowledge of their specificity.

## Materials and Methods

### Cells and Treatments

Hepa-1c1c7 (Hepa-1) mouse hepatoma cells from the American Tissue Culture Collection were maintained in α-minimum essential media (α-MEM, Gibco) with 5%(v/v) fetal bovine serum (Sigma) and 1% (v/v) antibiotic-antimycotic (Gibco) in a 5% CO_2_ humidified atmosphere at 37°C. Cells were passaged at a 1∶6 ratio when they reached 80% confluence, typically every third day. Cells exposed acutely with high concentration Cr(VI) were treated with a final concentration of 25 µM CrK_2_O_4_ in their growth medium for 90 minutes. The medium of cells chronically exposed to low concentration Cr(VI) was supplemented with 0.5 µM CrK_2_O_4_ every 24 hours and the cells were grown for a total of 20 passages, approximately equivalent to 50 cell divisions. Control cells were passaged for the same number of passages in the absence of chromium.

### FAIRE and FAIRE-Seq

Cells were treated with 1% formaldehyde at room temperature for five minutes to form DNA-protein crosslinks and the crosslinking was stopped by addition of glycine to a final concentration of 125 mM. Cells were pelleted, washed 3 times in 4°C PBS and lysed in cell lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.5% NP-40, and proteinase inhibitors) on ice for 10 minutes. Nuclei were pelleted and lysed in nuclei lysis buffer (10 mM EDTA, 50 mM NaCl, 1% SDS and proteinase inhibitors) on ice for 10 minutes. Lysates were sonicated in a sonic Bioruptor (Diagenode) and diluted with 50% v/v dilution buffer (12 mM EDTA, 17 mM Tris-HCl, 167 mM NaCl, 0.01% Triton X-100, 0.01% SDS). Cell debris were removed by micro-centrifugation and free DNA was extracted from the collected supernatant by phenol/chloroform extraction. Under these conditions, DNA not crosslinked to proteins remains in the aqueous phase while the DNA crosslinked to proteins remains in the phenol phase [20]. For FAIRE-seq, purified free DNA fragments of 200±100 bp in size were sequenced with Illumina HiSeq system. In brief, the indexed sequencing library was constructed using Ovation Ultralow Library System (NuGEN) according to the manufacturer protocol. The library was analyzed for quality control by 2100 Bioanalyzer (Agilent) and real-time PCR quantified using a Library Quantification kit (Kapa Biosystems). The equal-amount pooled libraries were clustered onto a flow cell using the TruSeq SR Cluster kit v3 (Illumina) in an Illumina cBot system. The pooled libraries were sequenced using the TrueSeq SBS v3 kit for 50 cycles for approximately 30 million reads per sample, which were aligned to the mouse genome using Illumina’s standard sequence alignment pipeline.

### RNA Isolation and RNA-Seq

Total RNA was isolated using the Qiagen’s RNeasy kit per the manufacturer protocol. Quality control analysis of the RNA was performed using the Agilent 2100 Bioanalyzer. Using TruSeq RNA sample preparation kit (Illumina), poly-A mRNA was extracted from the total RNA with RNA integrity number (RIN, Agilent 2100 Bioanalyzer) ≥7.0, followed by RNA fragmentation and double strand cDNA conversion. The sequencing library was constructed according to the protocol followed by the library QC analysis, quantification, clustering and sequenced as described above. For each sample, approximately 30 million reads were aligned to the genome using Illumina’s standard sequence alignment pipeline.

### Data Analysis

RNA-seq data was analyzed as documented earlier [24]. Briefly, sequence reads were aligned to the reference mouse genome (build mm10) using TopHat. Differential expression analysis between treated and control cells was performed using the DESeq package in Bioconductor.

For FAIRE-seq data analysis, sequence reads from FAIRE experiments were first aligned to the same reference mouse genome as was used for RNA-seq data analysis using the BWA tool [25]. Thereafter, MACS (Model-based Analysis of ChIP-Seq) [26] was used to identify the peaks in Cr exposed samples relative to the corresponding control. Aligned BAM files from FAIRE-Seq data with default parameter settings were used in MACS analysis. The peaks detected by MACS were further annotated by the HOMER software [27]. Given the genomic locations of the peak regions, HOMER tested whether a particular genomic location (intron, exon, promoter, 5′UTR, 3′UTR, etc.) or a known transcription factor motif was enriched in the peaks and whether the enrichment was statistically significant. Genome-wide FAIRE-seq and RNA.seq data have been submitted to the GEO database with access URL http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56636.

## Results

### Acute High Concentration and Long-term Low Concentration Chromium Treatment cause Very Different Changes to Chromatin Organization

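Formaldehyde-assisted isolation of regulatory elements (FAIRE) recovers the DNA that stays in the aqueous phase of a phenol/chloroform extraction after crosslinking, and Hepa-1 cells are a mouse hepatoma line. FAIRE-seq covered 4 conditions with 1 library each: cells treated with 25 µM Cr(VI) for 90 minutes, the control of these cells, cells grown in 0.5 µM Cr(VI) for 20 passages, and control cells passaged as often. The authors aligned the reads to the mm10 mouse genome with BWA, called peaks in each treated library against its control with MACS at its default settings, and deposited for each regimen a list of the peaks open in treated cells. Each peak in the lists carries the authors' score, which is on a −log10 scale of the MACS p-value and is used here only to describe and filter peaks within a list. The lists hold no read counts, so the depth behind a peak is unknown, and with 1 library per condition the differences between lists have no replicate check. Positions were set against the RefSeq annotation of the same genome build, and the Wilson intervals given for shares of peaks cover counting error only. The 25 µM list held 2945 peaks, which together covered 379715 bp. Their median width was 120 bp, with a range from 48 to 1173 bp, and 833 of them (28.3%) were narrower than 100 bp. Their scores ran from 50 to 141 with a median of 57.2. A score minimum of 100, the alternative tried for the number of peaks, left 34 peaks with a median width of 55 bp. The highest score, 141, belonged to a 53 bp peak on chromosome 7 from 92247092 to 92247144, in an intron of Dlg2, in which no 50 bp stretch was unique in the genome.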

FAIRE DNA induced in Hepa-1 cells by treatment with 25 µM Cr(VI) for 90 minutes showed 2956 MACS peaks corresponding to open chromatin regions, as defined by partitioning to the aqueous phase of the phenol-chloroform extraction and hence, not being associated with histones. In untreated control cells, these regions were closed, that is, they partitioned to the non-polar phase of the extraction protocol and hence, were histone associated (Fig. 1A). Conversely, 398 MACS peaks were open in control cells and closed in cells treated with 25 µM Cr(VI) (Fig. 1B). Of the 2956 regions that were open in acute Cr(VI) treated cells but not in control, only 243 were located within 1 kilobase-pair of a gene transcriptional start site (TSS) suggesting that less than 10% of the Cr(VI) induced chromatin openings might directly affect gene expression regulation from promoter regions (Fig. 1C). Similarly, only 83 of the 398 chromatin regions that were open in control cells and closed in cells treated by an acute 25 µM Cr(VI) concentration were within 1 kilobase-pair of a gene TSS (Fig. 1D).

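The centre of 290 of the 2945 peaks opened at 25 µM Cr(VI) lay within 1000 bp of an annotated TSS. This share was 9.85% (95% Wilson interval 8.82% to 11.0%). In 1000 random placements of the same peaks on the same chromosomes the mean share was 3.86%, and no placement held as many TSS peaks. The annotation moved this share more than the way the distance was measured. Counting TSSs of protein-coding transcripts only gave 216 peaks (7.33%), and counting any part of a peak instead of its centre gave 305 peaks (10.4%). By position, 1437 peaks lay in introns and 1126 between genes, which were 1.16 and 0.767 times the mean of the random placements.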

**Figure 1:**
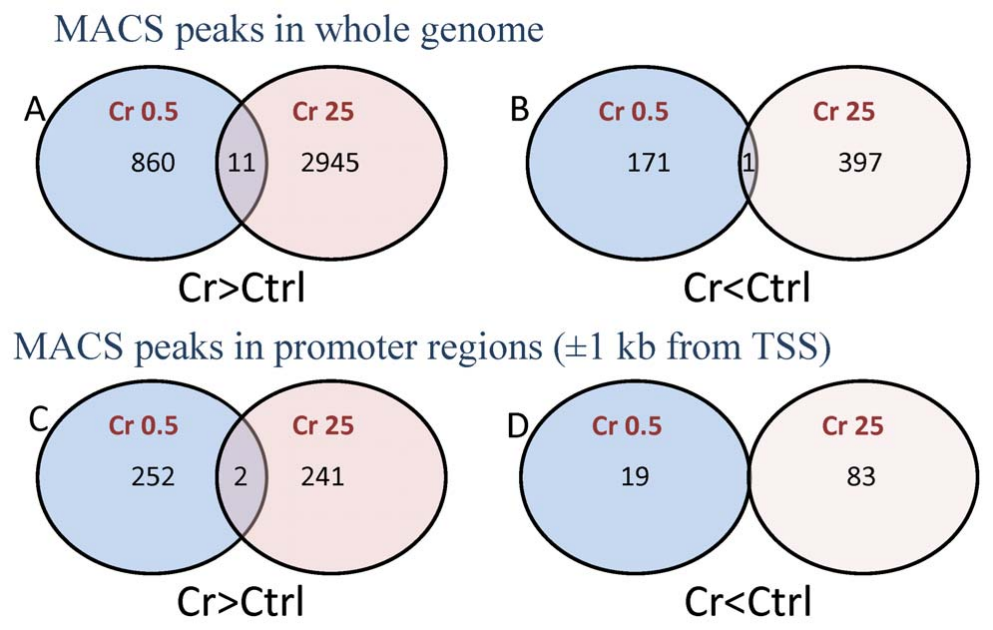
Long-term low dose and acute high dose Cr(VI) treatment affect chromatin structure very differently. *Top row:* Venn diagrams of FAIRE DNA peaks induced in Hepa-1 cells treated with 25 µM Cr(VI) for 90 minutes compared to peaks induced in cells grown in medium containing 0.5 µM Cr(VI) for 20 passages. The diagrams show the number of peaks (**A**), opened in Cr-treated cells relative to control, and (**B**), opened in control relative to Cr-treated cells. *Bottom row:* Venn diagrams corresponding to those in the *Top row* for MACS peaks in promoter regions as defined by a distance of ±1 kb from the TSS. The diagrams show the number of peaks (**C**), opened in Cr-treated cells relative to control, and (**D**), opened in control relative to Cr-treated cells.

Cells grown in medium containing 0.5 µM Cr(VI) for 20 passages were strikingly different from cells acutely treated with 25 µM Cr(VI) for 90 minutes. 

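The list of regions open in cells grown in 0.5 µM Cr(VI) for 20 passages held 860 peaks that covered 520420 bp. These peaks were wider than those of the acute treatment, with a median width of 513.5 bp and a range from 195 to 6365 bp, and none was narrower than 100 bp. The median score was 57.8, close to that of the acute list, but the scores reached 3100. With a score minimum of 100, 36 peaks were left. The highest score belonged to a peak on chromosome 1 from 24611424 to 24616584. A peak of score 1729 on chromosome 14 from 19415449 to 19419808 and a peak of score 1654 on chromosome 17 from 39842643 to 39849007 followed. All lay between genes of the RefSeq annotation used, in which rRNA was not set apart, whereas the paper counts 1 long-term peak in rRNA. In the chromosome 14 and 17 peaks, 83.4% and 90.1% of the 50 bp stretches were unique in the genome, and single stretches occurred up to 62 and 81 times. In the chromosome 1 peak, 88.2% of the 50 bp stretches also occur in the mitochondrial genome. In 63 of the 860 peaks (7.33%) fewer than 50% of the 50 bp stretches were unique in the genome, against 90 of the 2945 peaks (3.06%) opened at 25 µM.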

Continued treatment with low levels of Cr(VI) opened 871 and closed 172 chromatin regions relative to control cells (Fig. 1B). 

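Of the 860 peaks of the long-term treatment, 11 shared at least 1 bp with a peak of the acute treatment, a share of 1.28% (95% Wilson interval 0.716% to 2.28%). Random placement of the 860 peaks on the same chromosomes gave a mean of 0.798 shared peaks and at most 5 in 1000 placements, so that the observed overlap was 13.8 times the random mean. Of the 11 shared regions, 9 lay outside genes, and none had its peak centre within 1000 bp of a TSS. The nearest to an annotated gene start was in an intron of 2700054A10Rik on chromosome 17, where the peak from 13551752 to 13553458 in the long-term list contained the peak from 13552100 to 13552709 in the acute list. In that pair 39.7% and 48.8% of the 50 bp stretches were unique in the genome. A pair on chromosome 1, from 182943980 to 182944503 and from 182944068 to 182944182, lay 10511 bp and 10627 bp from the TSS of Tlr5 in sequence that was unique throughout. When both lists were limited to scores of at least 100, 0 peaks were shared, and the random placements gave a mean of 0.003.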

Of the 871 open chromatin peaks only 11 were found in common with the nearly 3,000 regions that were open in the acute high concentration Cr(VI) treatment (Fig. 1A). Similarly, of the peaks more open in control than in Cr-treated cells, only 1 of the 172 peaks open in the control cells passaged for 20 generations was found in common with the 398 peaks open in the control of the acutely treated cells.

When comparing peaks in regions of potential promoters affected by the two treatments, the differences were equally apparent. 

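In the long-term list, 169 of the 860 peaks had their centre within 1000 bp of a TSS, a share of 19.7% (95% Wilson interval 17.1% to 22.4%) against a mean of 3.79% in the random placements. This interval does not overlap that of the acute list. The 169 promoter peaks of the long-term list belonged to 169 genes and the 290 promoter peaks of the acute list to 287 genes. No promoter peak and no promoter gene was common to both lists. With TSSs of protein-coding transcripts only, the lists still shared no promoter peak but shared 1 gene, Ccdc14, which is named here after its values were seen.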

Approximately, the same number of open chromatin peaks were found in the acute, high concentration Cr(VI) treated cells as in the low concentration, long term passaged cells; 254 versus 243 peaks, respectively were located within 1 kb of potential TSSs, but only 2 sites were found in common in the two groups (Fig. 1C). Similarly, of the 83 peaks in potential promoter regions that were more closed in response to acute high concentration Cr(VI) exposure, none were found in the corresponding 19 peaks in control passaged cells that were within 1 kb of TSSs (Fig. 1D). Overall, the results from these analyses indicate that, although both Cr(VI) treatments tested cause concentration-specific structural changes in chromatin, these changes are not consistent between the two treatment regimens.

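The overlap of both lists depended on how it was counted. At least 50% of each peak was shared by 1 pair of peaks, on chromosome 2 from 98666000 to 98667722 and from 98666171 to 98667343, where 51.3% of the 50 bp stretches of the wider peak were unique in the genome. In addition, 16 peaks of the long-term list lay within 1000 bp of a peak of the acute list, where random placements gave a mean of 2.85. From the small number of regions common to both treatments, in the whole lists and in promoters, the paper concludes that both Cr(VI) treatments change the structure of chromatin, but not in the same places.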

### Chromium-dependent Opening of FAIRE Peaks in Promoter Regions are Significantly Correlated with Gene Expression

FAIRE peaks identify DNA segments that are depleted of nucleosomes and likely to contain transcription regulatory elements [21]. To determine whether FAIRE could be used to characterize segments of the genome transcriptionally open by Cr(VI) treatment, we used RNA-seq analysis after either acute, high concentration or long-term low concentration Cr(VI) treatments. 

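RNA-seq counts were analysed for 2 libraries of cells treated with 25 µM Cr(VI) for 90 minutes and 2 control libraries. The labels of the controls do not say to which treatment regimen they belong, and RNA-seq of cells grown in 0.5 µM Cr(VI) was not analysed here. The authors aligned the reads to the mm10 genome with TopHat and deposited the number of reads counted on each gene, without normalization, for 23403 genes listed by their Entrez identifiers. The counts summed to 32877791 and 32319676 in the treated libraries and to 33303645 and 37696116 in the controls, and these totals are the depth used here. Counts were normalized by the TMM method of edgeR, genes with low counts were removed by its filterByExpr function, and 13619 genes were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The paper compared the groups with DESeq, and DESeq2 was run as an alternative. The control libraries resembled each other more than the treated libraries did. The Pearson correlation across genes of log2 CPM (counts scaled to library size) was 0.997 between the controls and 0.974 between the treated libraries, and 83 and 1404 genes differed by more than 2-fold within the respective pair. Genes are not independent replicates, so these values describe the libraries. On simulated counts with the same means and depths, the test recovered 126 of 200 changed genes (63%), and 86% of those changed 4-fold. The simulation gave both groups the same spread, unlike these libraries, so these shares may not hold for them.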

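With an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 631 of 13619 tested genes differed between cells treated with 25 µM Cr(VI) for 90 minutes and control cells, of which 243 were higher and 388 lower in treated cells. The tool changed this count most among those tried on the same threshold and design: DESeq2's Wald test gave 2073 genes, 1057 higher and 1016 lower, and 621 of them were among the 631. Both treated libraries lay outside both controls for all of the 631 genes and for 66.3% of all tested genes. Chance gives 33.3% where all libraries vary alike and a larger share where the treated libraries vary more than the controls, as they did here. Among differing genes with a mean of at least 2 log2 CPM and both treated libraries outside both controls, the largest rise was that of Fgg, on chromosome 3 from 83007724 to 83015056, whose normalized CPM was 8.64 ± 2.86 (SD, n = 2) in treated cells and 0.217 ± 0.0180 in control cells. Its log2 fold change was 5.29 (standard error 0.40, adjusted p = 0.0282 from edgeR's quasi-likelihood test). Tnr, Apob, Agt and Padi3 followed with log2 fold changes of 4.55, 4.53, 3.84 and 3.83. The largest fall was that of Dhrs9, on chromosome 2 from 69380462 to 69403086, from 8.72 ± 0.655 CPM in control cells to 0.173 ± 0.0486 in treated cells, where it had 7 and 4 counts. Its log2 fold change was −5.61 (standard error 0.30, adjusted p = 0.0282 from edgeR's quasi-likelihood test), a fall that within 90 minutes takes an mRNA half-life of at most 16.0 minutes, with transcription stopped from the start. Nxf3, on chromosome X from 136071523 to 136139579, fell from 72.1 ± 1.16 to 2.10 ± 0.0400 CPM (log2 fold change −5.10, standard error 0.14, adjusted p = 0.0145 from edgeR's quasi-likelihood test), which takes a half-life of 17.7 minutes. Col5a2, Sprr2h and Akr1c18 had log2 fold changes of −4.23, −4.22 and −4.19, which take half-lives of 21.3, 21.4 and 21.5 minutes. Whether these rises and falls arose within the 90 minutes is open. No library from before the treatment was analysed, and the labels of the controls do not name their regimen. With each library left out in turn the log2 fold changes of these 10 genes kept their sign, and that of Fgg stayed between 4.91 and 5.62 and that of Dhrs9 between −5.92 and −5.38. Sprr2h and Akr1c18 belong to families of similar genes, and an annotated gene on the opposite strand overlaps Fgg, Tnr, Padi3, Dhrs9 and Nxf3, so their counts are uncertain where the authors' counting could have assigned reads to either gene.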

Acute exposure to 25 µM Cr(VI) altered the expression of 1850 genes, while long-term low concentration Cr(VI) treatment caused significant differential expression of 2273 genes. These two sets of genes were significantly concordant, with 442 genes affected by both treatments (Fisher exact test *p* = 3.75×10^−99^) (Fig. 2A). Hierarchical clustering of these genes showed a high degree of agreement between the two types of treatment in the direction–repression or induction–of the changes resulting from exposure (Fig. 2B). Similarly, gene expression changes corresponding to peaks opened by Cr(VI) in promoter regions within 1 kb of the TSS showed a striking degree of agreement with the type of Cr(VI) treatment. 

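At 25 µM Cr(VI) the 290 promoter peaks belonged to 287 genes, of which 183 had enough counts to be tested. The median log2 fold change of these 183 genes was −0.12, and 56.8% of them were lower in treated cells, against a median of −0.0047 and 50.4% over all tested genes. No shift of the set beyond the other genes was detectable (adjusted p = 0.347 over 2 promoter sets from limma's camera test with a preset correlation). The camera test with an estimated correlation did not call them either. Whether the set changed at all, without regard to the other genes, was asked with limma's fry test (adjusted p = 0.116, unadjusted p = 0.0581). With each library left out in turn the median stayed between −0.17 and −0.058, and without normalization beyond library size it was −0.22, where the median of all genes was −0.11. Of the 183 genes, 10 differed between treated and control cells, 7 lower and 3 higher. The 3 higher genes, named here after their values were seen, were Gad1, Gpr153 and Ttl. Gpr153 and Ttl had log2 fold changes of 2.05 and 0.84, and Gad1, which had few counts, had a mean of 0.683 CPM in treated and 0.0272 CPM in control cells. The share of lower genes was 70% among the differing genes with a promoter peak and 61.3% among all differing genes of the annotation, a difference that was not detectable (Fisher's exact test across genes, two-sided, p = 0.748). With DESeq2, 34 of the 183 genes differed, of which 19 were lower and 15 higher.

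**Figure D1:**
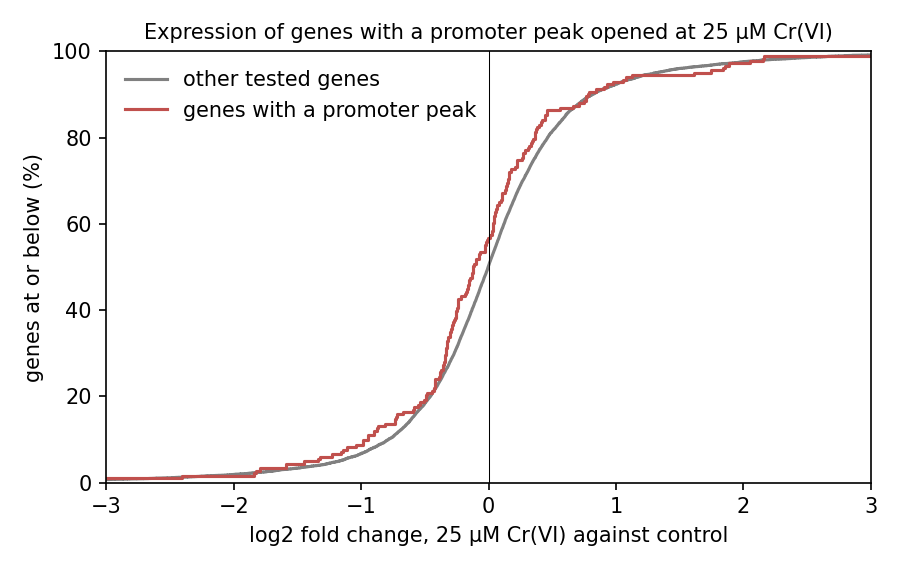
Percent of genes at or below each log2 fold change (25 µM Cr(VI) against control) for the 183 tested genes with a promoter peak opened at 25 µM Cr(VI) and for the other tested genes. The curve of the genes with a promoter peak lies to the left of the other curve over the middle of the range, and their median is −0.12.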

Of the 252 FAIRE peaks found in the low concentration, long term Cr(VI) treatment, 199 were contained in genes that were up-regulated (Fisher exact test *p* = 2.79×10^−16^); in contrast, of the 243 peaks found in the acute, high concentration treatment, 202 were contained in down-regulated genes (Fisher exact test *p* = 4.98×10^−10^). Remarkably, it appears that low and high concentration treatments cause opposite effects not only on the regions of the genome affected by treatment, but also in the direction of the resulting gene expression changes induced.

**Figure 2:**
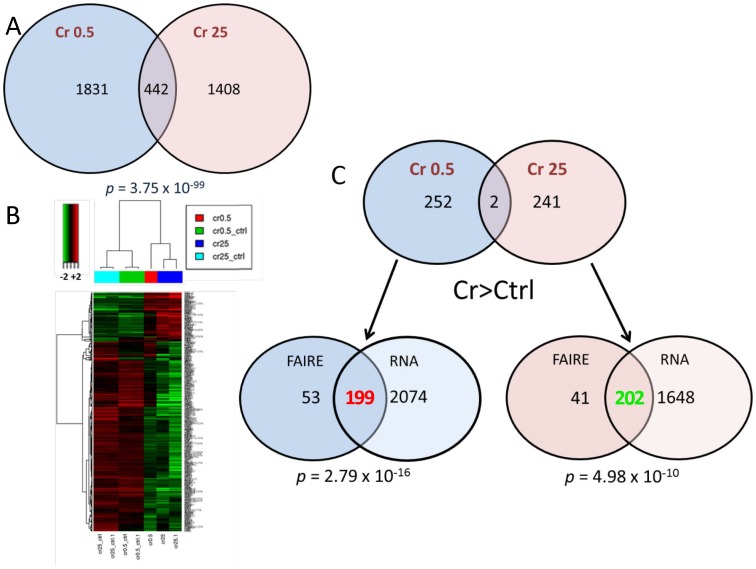
Opening of FAIRE peaks in promoter regions by chromium treatment is significantly correlated with changes in gene expression. (**A**) Venn diagram of concordant (*p* = 3.75×10^−99^) gene expression changes induced by long-term low dose and acute high dose Cr(VI) treatments. (**B**) Hierarchical clustering of the 442 genes with concordant expression. (**C**) gene expression changes corresponding to peaks opened by Cr(VI) in promoter regions within 1 kb of the TSS. In the low concentration, long term Cr(VI) treatment, 199 of the 252 FAIRE peaks were contained in up-regulated genes (*p* = 2.79×10^−16^) and 202 of 243 peaks in the acute, high concentration treatment were contained in down-regulated genes (*p* = 4.98×10^−10^).

### Cr(VI) Exposure Preferentially Opens Chromatin in Promoters Containing CTCF and AP1 Motifs

HOMER analysis informs on different types of genomic elements appearing in the chromatin structures accessed by FAIRE. 

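Of the 860 peaks opened by the long-term treatment, 148 (17.2%, 95% Wilson interval 14.8% to 19.9%) had their centre within 500 bp of a TSS. The mean share in 1000 random placements was 2.03%, which gives an enrichment of 8.49 times. For the acute treatment the corresponding values were 170 of 2945 peaks (5.77%, interval 4.99% to 6.67%), a random share of 2.08% and an enrichment of 2.78 times. No random placement held as many promoter peaks in either list. The set of TSSs moved the enrichment upward: with protein-coding transcripts only, it was 12.1 times in the long-term list and 3.03 times in the acute list. Among peaks with a score of at least 100, 2.78% of the 36 and 0 of the 34 lay within 500 bp of a TSS, and 0 of 34 leaves an upper Wilson limit of 10.2% for the share.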

In both experimental Cr(VI) treatments, promoter elements, defined by HOMER as areas within 500 base pairs of a TSS, were significantly enriched in the open chromatin, to nearly 16 times relative to random chance in the low concentration long-term treated cells and almost 4 times in the acutely treated cells (Table 1). HOMER analyses also identified transcription factor binding motifs located within open chromatin of cells treated with high- or low-concentration that significantly more often than random regions of same lengths in similar promoters. 

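HOMER's position weight matrices were not used here. Peaks were searched on both strands for consensus sequences read from the logos, and 100 sets of random regions matched to the peaks in chromosome, length and GC content (within 2 percentage points) gave the background. The AP-1 sequence TGASTCA, in which S stands for C or G, occurred in 196 of the 860 peaks opened by the long-term treatment (22.8%, 95% Wilson interval 20.1% to 25.7%) and in a mean of 8.13% of the matched regions, an enrichment of 2.80 times. The BACH2 sequence GCTGASTCA, which contains the AP-1 sequence, occurred in 31 peaks (3.60%), 3.27 times its background. The CTCF sequence GCCMYCTRSTGG occurred in 13 peaks (1.51%), 4.15 times its background. For each sequence none of the 100 random sets held as many. Of the 196 peaks with the AP-1 sequence, 15.8% also held the longer BACH2 sequence, and among matched regions with the AP-1 sequence 13.6% did. The AP-1 enrichment fell furthest when only the peaks with a score of at least 100 were used. There 8.33% of the 36 peaks held the sequence, 0.578 times the background, and 93 of the 100 random sets held as many. In the central 200 bp of each peak the AP-1 enrichment rose to 6.08 times.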

The low-concentration chronic treatment caused opening of chromatin enriched for two different position weight matrices of the binding motif for the transcription factor AP-1 (*p = *1×10^−47^), as well as a motif recognized by BACH2 (*p* = 1×10^−25^), a transcription factor involved in immune system tolerance [28] (Fig. 3). 

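In the list of the acute treatment the CTCF consensus sequence occurred in 68 of 2945 peaks (2.31%, 95% Wilson interval 1.83% to 2.92%) and in 0.122% of matched random regions, an enrichment of 19.0 times. BORIS, the product of Ctcfl, shares this sequence and was not searched for separately. The AP-1 sequence occurred in 354 peaks (12.0%, interval 10.9% to 13.2%) against 2.13% of matched regions, an enrichment of 5.63 times. The BACH2 sequence also occurred in 68 peaks, 6.75 times its background. Of the peaks with the AP-1 sequence, 19.2% held the BACH2 sequence, against 16.0% of the matched regions with the AP-1 sequence. None of the 100 random sets held as many of any of these sequences. Peaks narrower than 100 bp were enriched for the AP-1 sequence 4.40 times and wider peaks 5.88 times.

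**Figure D2:**
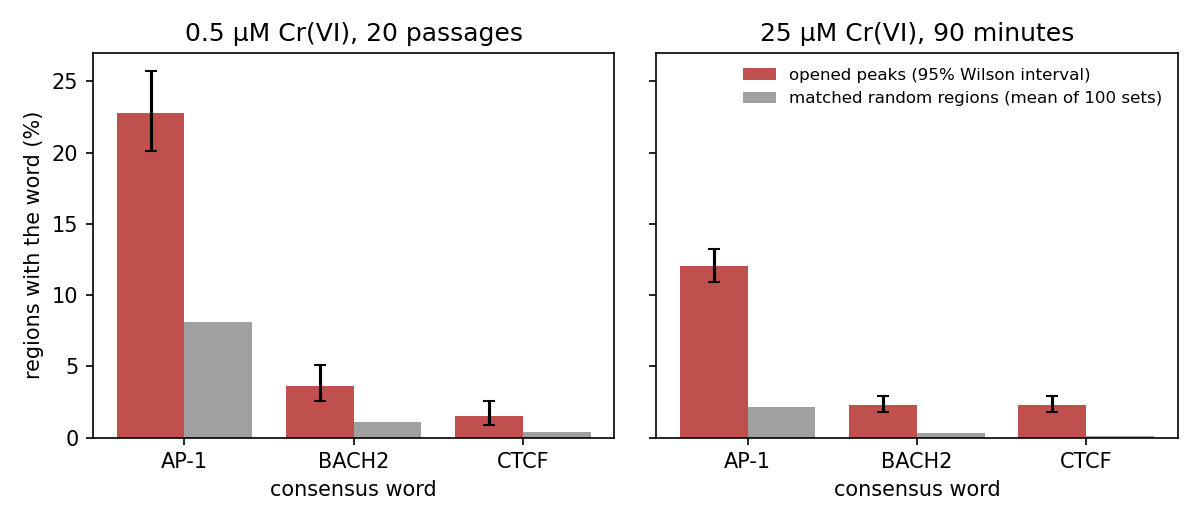
Percent of regions that contain the AP-1, BACH2 and CTCF consensus sequences, for peaks opened at 0.5 µM (left) and 25 µM Cr(VI) (right) with 95% Wilson intervals, beside the mean of 100 sets of random regions matched on length and GC content. The AP-1 sequence is in 22.8% of the peaks on the left and in 12.0% on the right, and each bar for the peaks stands above its background.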

The acute, high concentration Cr(VI) treatment opened binding motifs for the transcriptional repressor CTCF (*p* = 1×10^−177^), the CTCF paralog BORIS (*p* = 1×10^−147^), as well as the same two binding motifs for the AP-1 transcriptional complex (*p* = 1×10^−142^ and 1×10^−127^, respectively) observed in the low concentration treatment (Fig. 4). 

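The AP-1 consensus sequence lay inside 14 of the 148 peaks of the long-term list and 13 of the 170 peaks of the acute list whose centre was within 500 bp of a TSS. Each of the 15 genes of Table 2A had a peak of the long-term list at a distance of 15 to 872 bp from one of its TSSs, with scores from 52.4 to 74.1, and 11 of these peaks contained the sequence. The peak nearest to a TSS, that of Ctsa on chromosome 2 from 164833431 to 164834146, did not. Each of the 10 genes of Table 2B had a peak of the acute list at 3 to 955 bp, with scores from 50.6 to 68.0, and 6 of these peaks contained the sequence. Among them, the peak of Slc4a11 lay on chromosome 2 from 130698176 to 130698276, 707 bp from the TSS, and that of Mir3097 on chromosome 5 from 35020907 to 35021041, 75 bp from it.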

The AP-1 binding motif is present in 15 out of the 135 predicted promoter sites found in chromatin open in response to long term exposure to 0.5 µM Cr(VI) and in 10 out of 106 promoter sites in chromatin opened by acute exposure to 25 µM Cr(VI) (Tables 1 and 2). None of these genes were shown by RNA-seq to have significantly changed gene expression levels in response to Cr(VI) treatment. These results suggest that even though Cr(VI) may induce broad changes in the structure of chromatin, these changes are not necessarily followed by concomitant alterations in gene expression. Furthermore, the preference for transcription factor binding sites demonstrated by Cr(VI) under both extreme treatment regimens is limited to the primary sequence of the chromatin domain and, judging from the genes affected, does not show evidence of gene specificity.

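RNA-seq values at 25 µM Cr(VI) were computed for the genes of Table 2B. Of the 10 genes, 7 had enough counts to be tested. None of the 7 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, and 0 were under 0.05 unadjusted. Their log2 fold changes ran from −0.55 to 1.08 with a median of −0.11, and without treated replicate 1 the median was 0.086. The largest value was that of Slc4a11, at 44.1 ± 24.6 CPM (SD, n = 2) in treated and 20.9 ± 0.430 in control cells (log2 fold change 1.08, standard error 0.42, adjusted p = 0.175 from edgeR's quasi-likelihood test). Without treated replicate 2 it was 0.35, and DESeq2 called Slc4a11 (log2 fold change 1.10, adjusted p = 0.0285). Its adjusted p-values ran from 0.00102 to 0.192 over the alternatives in edgeR and DESeq2. Gcnt2 had 69.2 ± 21.0 CPM in treated and 101.6 ± 1.30 in control cells (log2 fold change −0.55, standard error 0.23, adjusted p = 0.194 from edgeR's quasi-likelihood test), and its adjusted p-values ran from 0.0274 to 0.179 over the alternatives in edgeR and DESeq2. The log2 fold change of Gm19461, whose counts were 17 to 20, was 0.080 and became −0.037 without normalization beyond library size. Other annotated genes overlap Gcnt2, Gm19461 and Ndufs7, so the genes on which their reads were counted are uncertain.

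**Figure D3:**
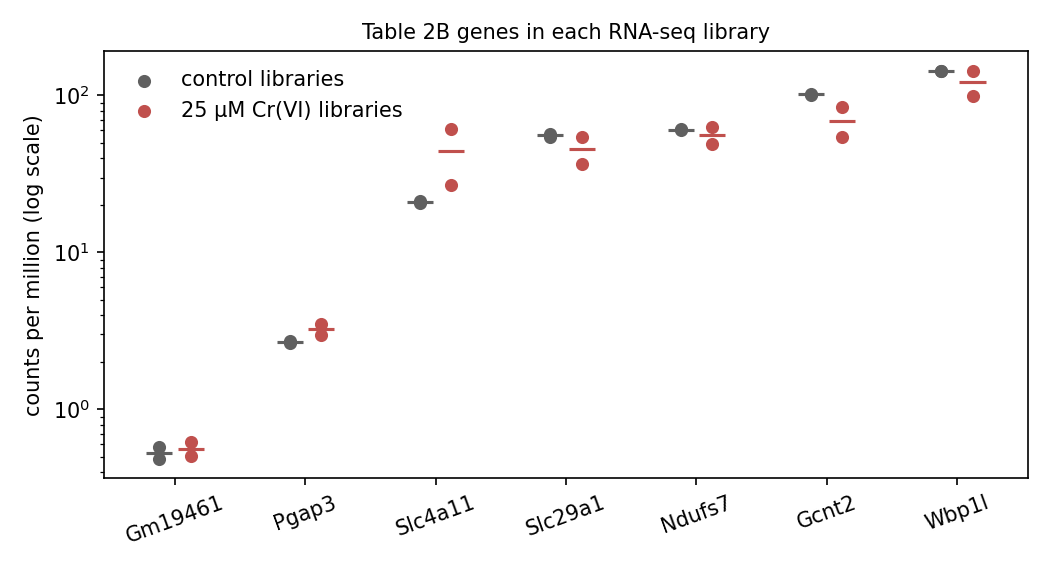
Normalized CPM (log axis) of the 7 tested genes of Table 2B in each of the 2 control and 2 treated RNA-seq libraries, with lines at the group means. The treated libraries of Slc4a11 lie at 26.7 and 61.5, and its controls at 20.6 and 21.2.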

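In edgeR's main test and with DESeq2, the share of differing genes was higher among genes with a promoter peak opened at 25 µM Cr(VI). Neither difference was detectable. Of the tested genes with such a peak, 5.46% differed between treated and control cells, and of those without one 4.62% did (Fisher's exact test across genes, two-sided, p = 0.592). With DESeq2 the shares were 18.6% and 15.1% (Fisher's exact test, p = 0.212). The direction reversed without normalization beyond library size (3.28% and 3.34%) and at an unadjusted p-value under 0.05 (30.1% and 30.6%). It was kept in the other alternatives that called any gene. The paper starts from open promoters of genes for which RNA-seq showed no significant change. From these it proposes that changes in the structure of chromatin need not be followed by changes in gene expression.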

**Figure 3:**
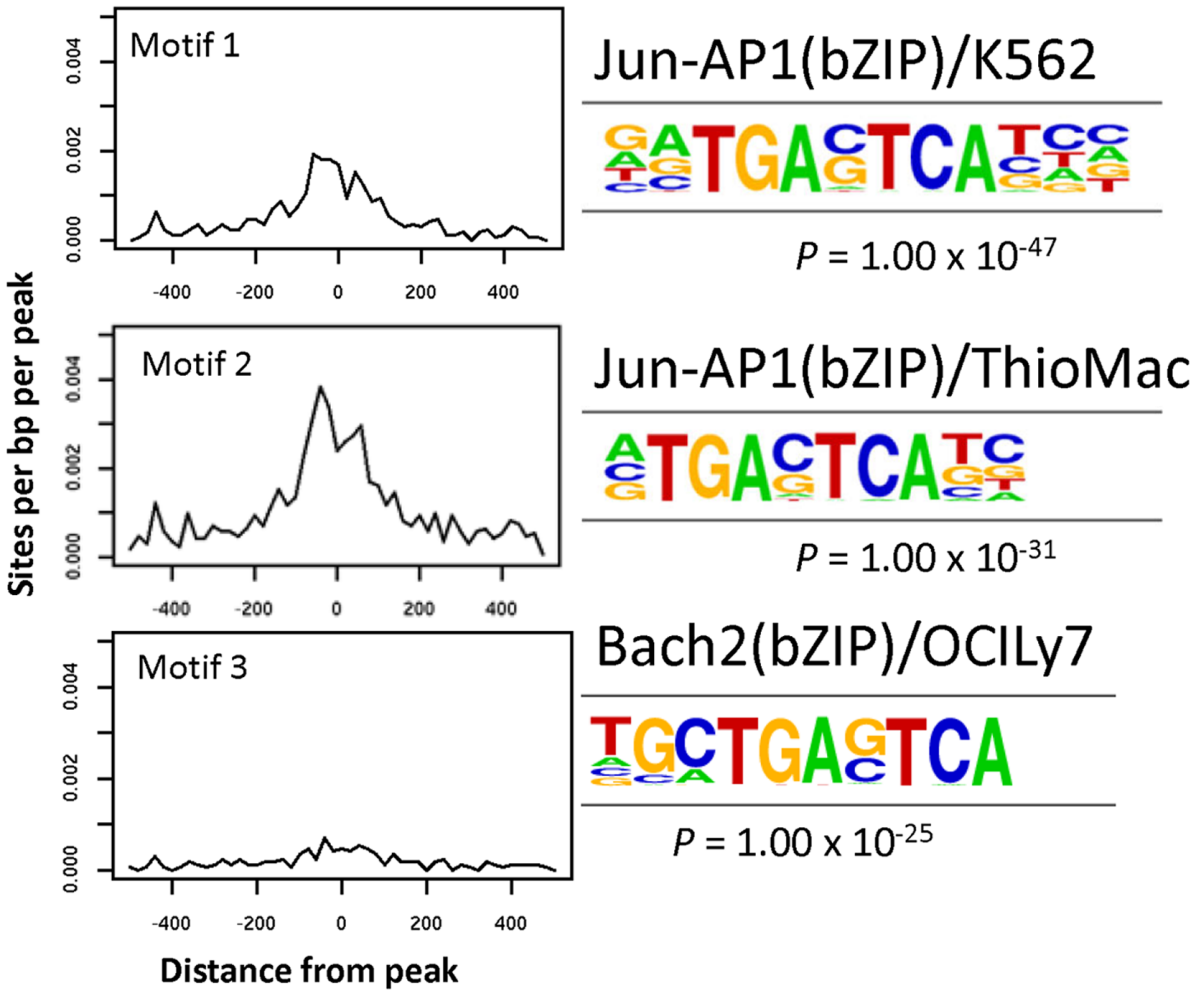
Long-term low concentration Cr(VI) treatment preferentially opens chromatin in promoters containing AP1 binding sites. HOMER analyses identified AP1 transcription factor binding motifs located within promoter elements significantly more often located in open chromatin of cells treated with a sustained low-concentration Cr(VI). The graphs on the left represent the number of times per base-pair per peak the indicated motifs are present within ±500 bp of the TSS. The logos on the right correspond to the position weight matrix identified by HOMER. Also shown is the Fisher exact test *p* value of the correlation.

**Figure 4:**
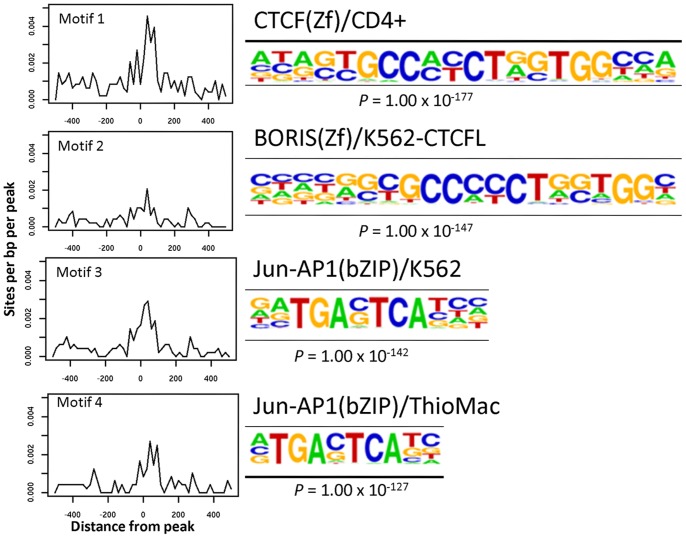
Acute, high concentration Cr(VI) treatment preferentially opens chromatin in promoters containing CTCF/BORIS and AP1 binding sites. HOMER analyses of peaks opened by acute, high concentration Cr(VI) treatment. Legend as in Figure 3.

**Table 1:** Enrichment of Genomic Elements in FAIRE Peaks Opened by Cr(VI) Treatment.

	Long-term Low Cr(VI) Concentration		Acute, High Cr(VI) Concentration	
Annotation	Number of Peaks	Fold Enrichment	Number of Peaks	Fold Enrichment
3UTR	11	1.82	23	1.11
5UTR	3	4.77	2	0.93
Exon	5	0.48	28	0.79
Intergenic	436	0.81	1441	0.78
Intron	260	0.90	1303	1.32
miRNA	0	0.00	0	0.00
miscRNA	0	0.00	7	2.57
Promoter	135	15.93	106	3.65
pseudo	0	0.00	0	0.00
rRNA	1	561.83	0	0.00
snoRNA	0	0.00	0	0.00
TTS	9	1.13	35	1.28

**Table 2:** Genes with AP1-Containing Promoters Opened by Cr(VI) Treatment.

A. Genes with AP1-Containing Promoters opened by 0.5 µM Cr(VI)	
**Gene Name**	**Gene Description**
Ccdc50	Coiled-coil domain containing 50
Cdc42se2	CDC42 small effector 2
Cirbp	Cold inducible RNA binding protein
Ctsa	Cathepsin A
Fnbp1	Formin binding protein 1
Gm16853	Predicted gene, 16853
Gm3448	Predicted gene 3448
Lrrfip1	Leucine rich repeat (in FLII) interacting protein 1
Mmp10	Matrix metallopeptidase 10
Mrpl4	Mitochondrial ribosomal protein L4
Pcmtd1	Protein-L-isoaspartate (D-aspartate) O-methyltransferase domain containing 1
Psmd12	Proteasome (prosome, macropain) 26S subunit, non-ATPase, 12
Rtel1	Regulator of telomere elongation helicase 1
Slc3a1	Solute carrier family 3, member 1
Trappc10	Trafficking protein particle complex 10
**B. Genes with AP1-Containing Promoters opened by 25 µM Cr(VI)**	
1700022P22Rik	RIKEN cDNA 1700022P22 gene
Gcnt2	Glucosaminyl (N-acetyl) transferase 2, I-branching enzyme
Gjc2	Gap junction protein, gamma 2
Gm19461	Predicted gene, 19461
Mir3097	MicroRNA 3097
Ndufs7	NADH dehydrogenase (ubiquinone) Fe-S protein 7
Pgap3	Post-GPI attachment to proteins 3
Slc29a1	Solute carrier family 29 (nucleoside transporters), member 1
Slc4a11	Solute carrier family 4, sodium bicarbonate transporter-like, member 11
Wbp1l	WW domain binding protein 1 like

## Discussion

The results that we describe here show that Cr(VI) exposure causes large and diverse structural changes in chromatin conformation. After acute treatment with 25 µM Cr(VI), nearly three times (2956/871) as many unique chromatin domains are opened than after sustained exposure to 0.5 µM Cr(VI) for 20 cell passages, yet only 11 of these domains are shared between the two treatments, suggesting that different treatment levels may trigger different mechanisms of action and ultimately show markedly different biological outcomes. We have previously shown that Cr(VI) can cross-link chromatin remodeling complexes to specific DNA promoters [19] and that Cr(VI) exposure causes DNA damage that alters cellular gene expression and the response to other external stimuli, such as benzo[*a*]pyrene exposure [29]. This observation is confirmed by our current results, to the extent that different treatment concentrations cause different gene expression responses.

We have examined what if any changes Cr(VI) causes to the overall dynamics of cellular chromatin. Interestingly, changes in specific chromatin domains under one treatment condition do not seem to be predictive of similar changes in that same chromatin domain under the other treatment. It is likely that the differences that we observe between chronic and acute treatments are due to selective pressures for cell survival in the long-term chronic treatment. Our previous data showed that long-term Cr(VI) treatment led to DNA damage and increased expression of apoptosis markers, even though the cells adapted and continued to proliferate, albeit changing gene expression patterns [29]. On the other hand, the 25 µM Cr(VI) concentration used for the acute treatment would be a lethal dose for Hepa-1 cells if extended much beyond the short treatment time; hence the changes detected at this concentration are likely to be terminal. Regardless of the state, open or closed, of the chromatin, all genes with chromatin domains located in promoters altered by acute Cr(VI) treatment were down-regulated compared to control, and the opposite was true for cells chronically grown in the presence of 0.5 µM Cr(VI) for 20 passages, which were all up-regulated, regardless of their location in more closed or more open chromatin regions. This observation further suggests that the cellular mechanisms that each treatment disrupts and the cellular responses that each treatment elicits are different and distinct. An interesting possibility is that acute high-concentration and chronic low concentration treatments elicit different DNA repair mechanisms, with specific repair pathways becoming constitutively active in surviving chronically treated cells. The distinction would make it difficult to predict the expected results of low-concentration treatment by extrapolating from data on high-concentration treatment, and *vice versa*.

Our work also exemplifies the random nature of the structural changes that chromium treatment causes in chromatin. Chromatin domains that are more open in either of our treatments are greatly enriched for promoter motifs, yet there are very few conserved transcription factor binding motifs that are statistically more prevalent in the open motifs of Cr(VI) than in control cells. The most likely explanation for this observation is that Cr(VI) effects on chromatin structure are not targeted, but are the result of random interactions with DNA and chromatin remodeling proteins. In this context, it is worth noting that Cr(VI) causes extensive formation of Cr-DNA adducts that are removed by the nucleotide excision repair system [30], it is possible that the randomness of chromatin changes detected by FAIRE is but a reflection of the lack of sequence-specificity in Cr-DNA adduction and nucleotide disruption and chromatin remodeling associated with tnucleotide excision repair. We have shown that acute Cr(VI) treatment cross-links proteins responsible for chromatin remodeling process to the DNA domains where they are already bound [19]. In all likelihood, this process occurs at random wherever those proteins are located, serving to lock them into place and forcing a resetting of chromatin structure at that location. In cells undergoing an acute treatment, these open areas may simply mark the position of cellular processes ongoing at the time of treatment and not be specific for any particular cellular response. In cells subjected to a sustained chronic treatment, the areas that remain open would be those whose chromatin structure does not disrupt cellular viability, which may or may not reflect any single cellular response. For both treatments, we find that the AP1 transcription factor binding motif appears to be opened more often in response to Cr(VI) than in control cells, either as a result of a chemical preference of Cr(VI) to interact with the TGANTCA motif, or of the selective nature of the treatment. In addition, acute treatment also opens up the CTCF/BORIS binding motif, generally associated with gene repression [31], [32]. Perhaps the regulation of the expression of genes bearing these motifs is less dependent on chromatin structure than on the regulation of the corresponding transcription factors. In fact, our data shows that the heterochromatin/euchromatin changes that occur as a response to Cr(VI) treatment do not seem to correlate with any changes in the overall transcriptional response caused by Cr(VI) treatment. Whether associated with euchromatin or heterochromatin, the expression of genes that were significantly altered by either Cr(VI) treatment was changed in the same direction. Possibly, Cr opens up chromatin in a dose independent fashion, but the dose determines whether the outcome is transcriptional activation or repression. In this regard, it is significant that the AP1 site is more frequent in the 199 genes common to FAIRE-seq and RNA-seq in cells grown in medium with 0.5 µM Cr(VI), which are induced by treatment, whereas the repressive CTCF site is more frequent in the 202 genes common to FAIRE-seq and RNA-seq in cells acutely treated with 25 µM Cr(VI), which are repressed.

There are multiple mechanism by which Cr(VI) can cause damage to cells and disrupt genomic structure and gene transcription. Cr(VI) can cause free radical induced mutations, crosslink transcription factors to DNA and block further activation of the associated promoters, disrupt chromosome structure by creating DNA-DNA crosslinks, and can itself serve to create a bulky adduct in the DNA [15]–[17], [33]–[35]. These adducts occur at locations of high transcription and replication activity, most likely due to the accessible nature of the chromatin in these locations. Our data however, show that beyond accessibility, Cr(VI) seems not to target with high frequency any particular DNA motif or set of genes for specific remodeling; rather, it appears more likely that it targets global chromatin topography. Furthermore, for our single high concentration acute and low concentration chronic treatments, the cellular response and the mechanism of action vary greatly, making extrapolation from one type of exposure to predict how a different exposure will affect cells, or an organism, extremely uncertain.

How the deposited data were processed for this re-analysis (not part of the article)

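FAIRE-seq and RNA-seq of mouse Hepa-1 cells were analysed from the processed values that the authors deposited. FAIRE-seq covered 4 libraries: cells treated with 25 µM Cr(VI) for 90 minutes, their control, cells grown in 0.5 µM Cr(VI) for 20 passages, and their control. RNA-seq covered 4 libraries: 2 of cells treated with 25 µM Cr(VI) for 90 minutes and 2 of control cells, whose labels do not name the regimen they belong to. RNA-seq of cells grown in 0.5 µM Cr(VI) and peaks open in control cells were not analysed here.

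The RNA-seq values are read counts per gene as deposited, which the authors made by aligning reads to the mm10 genome with TopHat and counting them on Entrez genes without normalization. The tool and the annotation used for counting, and whether the strand of the reads was used, are not given in the paper's text. The peak score values were made by the authors with MACS at default settings after alignment with BWA: each is 10 times the negative log10 of the MACS p-value of 1 treated library against 1 control library. Peaks come without read counts, so the depth behind them is unknown and no interval for a peak's signal is given. Wilson intervals at a level of 95% on shares of peaks cover counting error only.

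Peak positions were compared with the RefSeq annotation of mm10. A peak was assigned to a TSS by the distance of its centre, within 1000 bp for the promoter peaks of the Venn diagrams and within 500 bp for promoter enrichment. Overlaps and promoter shares were set beside 1000 random placements of the same peaks on the same chromosomes. Consensus sequences for AP-1, BACH2 and CTCF were searched in peaks and in 100 sets of random regions matched on chromosome, length and GC content within 2 percentage points; for 10 peaks of the 0.5 µM list too few matched regions were found. Whether the sequence of a peak is repeated was measured by the number of times each of its 50 bp stretches occurs in the genome.

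Total counts per RNA-seq library ranged from 32319676 to 37696116, and the TMM factors were 1.03 and 0.897 in treated and 1.04 and 1.04 in control libraries. The genes with the 10 highest counts took 3.95% to 5.61% of the counts of a library. Of 23403 genes, 13619 passed edgeR's filterByExpr and were tested with edgeR's quasi-likelihood test (two-sided, Benjamini-Hochberg adjustment, threshold 0.05, no blocking factor). The biological coefficient of variation was 0.193. Gene sets were tested with limma's camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry. The 5 lists were p53 targets, NRF2 targets, metal response genes, immediate early genes and the factors named by the study. Fisher's exact test (two-sided) compared genes with and without a promoter peak. The steps were tested on simulated data with 200 changed genes.

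The genes and regions named in the text are those of Table 2, the factors named by the study, the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05 (edgeR), a mean of at least 2 log2 CPM and both treated libraries on the same side of both controls, the regions shared by both peak lists, and the 3 peaks with the highest score in each list. Others are named with a remark that they were chosen after their values were seen.

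The alternatives were a replicate block, no normalization beyond library size, no filter on low counts, each library left out in turn, DESeq2, other thresholds on p, peaks with a score of at least 100, other rules for overlap and for the distance to a TSS, protein-coding transcripts only, another AP-1 sequence, the central 200 bp of peaks and regions 5000 bp to either side as background. Added later were curated RefSeq transcripts, peaks with at least 50% unique stretches and upper-quartile normalization. DESeq and HOMER were not used. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.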

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

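Both tests in this part were chosen after the result was seen.

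Of the 860 peaks opened by the long-term treatment, 11 contained 50 bp stretches that also occur in the mitochondrial genome, which is a signal in sequence the paper does not discuss. In 100 sets the same number of random regions held a mean of 0.03 such peaks and at most 1. Of the 2945 peaks opened at 25 µM Cr(VI), 0 contained them. Among the 18 peaks of the long-term list with a score over 150, 6 were of this kind, including the peak with the highest score on chromosome 1.

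If reads from mitochondrial DNA aligned to its nuclear copies, the score should rise with the share of mitochondrial stretches in a peak. The Spearman correlation of both over the 11 peaks was 0.882, where peaks are not independent replicates, so these peaks may hold mitochondrial reads rather than open nuclear DNA. Such reads would make a peak only where the treated library held more of them than its control. Cells grown in 0.5 µM Cr(VI) may have contained more mitochondrial DNA than their control, but with 1 library per condition this cannot be told apart from a difference in how the libraries were prepared.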

How the results depend on the processing

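The tests, the gene lists, the rule for the named genes and the alternatives were chosen before the data were examined, except the tests of explanations in the other parts and the alternatives said to have been added. Of 362 values under alternatives, 216 belong to 27 single genes. Of the other values, 89 kept their direction and side of the threshold or moved within their spread, and those that did not are given here. The cause was not tested for any of the changes in this part, except where the alternative itself accounts for it.

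With a score of at least 100, 36 peaks of the 0.5 µM list and 34 peaks of the 25 µM list were left, a change given by the construction, and 0 were shared. The shares within 1000 bp of a TSS were then 5.56% and 5.88%, and promoter enrichment was 1.32 and 0 times. At 0.5 µM the enrichments of the AP-1, BACH2 and CTCF sequences were 0.578, 0 and 0 times, and at 25 µM 8.16, 25 and 100 times, which rest on few peaks. The folds of chromosomes 15 and X at 0.5 µM became 0 and 0, and those of chromosomes 11 and X at 25 µM 2.63 and 0. When at least 50% of each peak had to be shared, 1 pair was left.

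With protein-coding transcripts only, promoter enrichment at 0.5 µM was 12.1 times and the share within 1000 bp of a TSS at 25 µM was 7.33%. With curated RefSeq transcripts, added after seeing the data, these values were 14.3 times and 6.69%, and promoter enrichment at 25 µM was 3.27 times. The AP-1 sequence TGANTCA gave enrichments of 1.93 times at 0.5 µM and 4.18 times at 25 µM. In the central 200 bp the AP-1, BACH2 and CTCF sequences were enriched 6.08, 4.69 and 10.6 times at 0.5 µM. At 25 µM, where the median peak is 120 bp wide and this window takes in sequence on either side of most peaks, AP-1 and BACH2 were enriched 4.40 and 4.89 times. Against regions 5000 bp to either side, AP-1 and CTCF were enriched 2.33 and 8.67 times at 0.5 µM, and CTCF 27.2 times at 25 µM. With peaks of at least 50% unique stretches, added after seeing the data, the motif enrichments moved within their intervals and 9 peaks were shared.

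DESeq2 gave 2073 differing genes at 25 µM Cr(VI), 1057 higher and 1016 lower. In edgeR, an adjusted p-value under 0.1 gave 2212 genes, 1054 higher and 1158 lower, and an unadjusted p-value under 0.05 gave 4176 genes, 2124 higher and 2052 lower. An adjusted p-value under 0.01 gave 0 genes, 0 higher and 0 lower, and so no share of lower genes among those with a promoter peak. Without normalization beyond library size 141 genes were higher, and the median of all genes moved from −0.0047 to −0.11. Of the 456 genes it called, 414 were among the 631. Without a filter on low counts 611 of the 631 genes remained, and with upper-quartile normalization, added after seeing the data, 616 did.

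The treated and control replicates share numbers, and labels of the same number are adjacent, but the paper does not say that they pair. Over 2 pairs the deviations of replicate 1 from replicate 2 in treated and control cells had a correlation of 0.0909 across genes. Replicate 2 minus replicate 1 trended the same way in treated and control libraries, with Spearman correlations of −0.317 and −0.196 with transcript length and 0.211 and 0.197 with GC content. Pairing therefore stays open. With a replicate block, 2969 genes differed, 1397 higher and 1572 lower, and all 631 were among them. Under this block the camera test of limma also called the factors named by the study, the immediate early genes, the metal response genes and the NRF2 targets, with medians of 0.41, 0.29, −0.59 and 0.17. With the preset correlation, the adjusted p-values of these lists from limma's camera over the block, normalization and filter alternatives ran from 0.0380 to 0.113, 0.0380 to 0.220, 0.0246 to 0.156 and 0.0109 to 0.113. With an estimated correlation and no block, their unadjusted p-values from camera were 0.191, 0.347, 0.456 and 0.582. None of the lists had a p-value under 0.05 in limma's fry test with the block.

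Of the Table 2B genes, the replicate block called 2 (Slc4a11 and Gcnt2) and DESeq2 called 1 (Slc4a11), where edgeR without a block called 0, with 0 under 0.05 unadjusted. The adjusted p-value of Slc4a11 ran from 0.00102 to 0.192 over the alternatives in edgeR and DESeq2. The median of the Table 2B genes ran from −0.13 to 0.086 across the fits that each left out one replicate, the highest without treated replicate 1. Of the 216 values of single genes, 204 kept their direction and side of the threshold or, with a replicate left out, moved within their spread. Among these, 9 values of 8 genes changed sign with a replicate left out: Fosl1, Fosb, Fos, Wbp1l, Ctcf and Gm19461 without treated replicate 2, Ndufs7 and Jund without treated replicate 1, and Gm19461 without control replicate 2. A further 6 passed the threshold, Slc4a11, Gcnt2, Fosl1, Jun and Junb with the replicate block and Slc4a11 with DESeq2. When a replicate was left out 4 moved beyond their spread, and 2 reversed with all libraries: without normalization beyond library size the log2 fold changes of Gm19461 and Jund were −0.037 and −0.052, where the median of all genes is −0.11.

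The rank correlation of fold change with gene length was −0.308 among the genes with the highest mean expression, the top 25%, and −0.122 to −0.228 in the lower groups of equal size. With 2 libraries per group, the test recovered 63% of changed genes in simulated data whose groups had the same spread, unlike these libraries. A count of differing genes may therefore miss part of the changes. For peaks, no replicate shows how much a list varies between libraries.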

Differences from the paper's values

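The paper's numbers of peaks opened are 2956 at 25 µM and 871 at 0.5 µM, each 11 more than in the lists analysed here, and 11 is also the number of peaks shared by both lists. Overlaps and promoter counts rest on the lists as analysed.

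The paper's numbers of peaks within 1000 bp of a TSS are 254 and 243, and it gives 243 for the acute treatment elsewhere. Taken so, its value at 0.5 µM is 254, against 169 here. In the order the sentence is written, the paper's values would be 254 at 25 µM and 243 at 0.5 µM. Beside gene expression it gives 252 at 0.5 µM. The limit used for a difference is a fixed ratio between the values and not a statistical test. By this limit neither 243 nor 254 differed from 290 at 25 µM. At 0.5 µM, 243 and 252 did not differ from 169, while 254 did. A gap is called closed where a value came within the limit, even if it did not equal the paper's value. For 254 at 0.5 µM, among the alternatives set before the data were examined, counting any part of the peak (179) brought the values within the limit used for a difference, while protein-coding transcripts only (160) and a score of at least 100 (2) did not. The paper's number of promoter peaks shared by both lists is 2, against 0 here and 0 with protein-coding transcripts, so that no alternative closed the gap.

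The paper's number of genes changed at 25 µM Cr(VI) is 1850, against 631 here. DESeq2 (2073) and an adjusted p-value under 0.1 in edgeR (2212) closed the gap. A replicate block (2969), no normalization beyond library size (456), no filter on low counts (777), an adjusted p-value under 0.01 (0) and an unadjusted p-value under 0.05 (4176) did not. The paper's number of promoter peaks of the acute treatment in down-regulated genes is 202, against 7 genes here that passed the threshold. The paper does not say whether its 202 are limited to genes past a threshold. None of the alternatives set before the data were examined, each with a threshold, closed the gap, with values from 0 to 33. Without a threshold, 56.8% of the 183 tested genes with such a peak were lower.

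The paper's number of promoter peaks in Table 1 at 25 µM is 106, against 170 here. Protein-coding transcripts only (123) closed the gap, and a promoter from 1000 bp upstream to 100 bp downstream (177) and a score of at least 100 (0) did not. Curated RefSeq transcripts (109), chosen after seeing the values, also closed it. The paper's promoter enrichment at 0.5 µM is 15.93 times, against 8.49 times here. Protein-coding transcripts only (12.1) brought the enrichment within the limit used, though still below the paper's value. A promoter from 1000 bp upstream to 100 bp downstream (7.76) and a score of at least 100 (1.32) did not. Curated RefSeq transcripts (14.3), chosen after seeing the values, also brought it within this limit.

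The paper's numbers of peaks in 5′UTRs in Table 1 are 3 at 0.5 µM and 2 at 25 µM, against 5 and 15 here. The paper's numbers of peaks at transcription termination sites are 9 and 35, against 20 and 72 here. No alternative was run for these values.

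The paper names the BACH2 motif for the long-term treatment and the CTCF motif for the acute treatment. The BACH2 sequence was also enriched at 25 µM, 6.75 times, and the CTCF sequence at 0.5 µM, 4.15 times. The paper states that genes with promoter regions altered by the acute treatment were all down-regulated. Of the 183 tested genes with a promoter peak opened at 25 µM, 56.8% were lower, and of the 10 that differed, 3 were higher (Gad1, Gpr153 and Ttl, named after their values were seen). The paper states that RNA-seq showed no significant change in expression for any gene of Table 2. At 25 µM edgeR called none of the Table 2B genes, with 0 under 0.05 unadjusted, but DESeq2 called Slc4a11 (log2 fold change 1.10) and the replicate block called Slc4a11 (0.96) and Gcnt2 (−0.59).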

Other observations

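The tests of explanations in this part were chosen after the result was seen.

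The BACH2 sequence contains the AP-1 sequence. If its enrichment followed from AP-1 alone, it should be as frequent among peaks with the AP-1 sequence as among random regions with it. It was in 15.8% of the AP-1 peaks at 0.5 µM (95% Wilson interval 11.4% to 21.6%), against 13.6% of such random regions, and in 19.2% at 25 µM (15.4% to 23.6%), against 16.0%. The enrichment of the BACH2 sequence may therefore follow from that of AP-1. Binding of BACH2 itself was not tested.

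Of the 2945 peaks opened at 25 µM Cr(VI), 833 were under 100 bp wide and 160 at most 60 bp. Stacks of reads with no open region under them should hold the AP-1 sequence no more often than random regions. The enrichment was 4.40 times (3.32 to 5.81) in peaks under 100 bp and 4.05 times (1.87 to 8.58) in peaks of at most 60 bp, where 6 peaks held the sequence and 1 of 100 random sets held as many. This argues against stacks of reads as the whole source of the narrow peaks, while a share of them could still be stacks. No biological explanation for the narrow width was tested.

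At 25 µM Cr(VI) 71 genes were lower by at least 3 log2 units, which within 90 minutes takes an mRNA half-life of at most 30 minutes. Of these, 30 had at least 100 counts in each control and both treated libraries below both controls, and 23 fell that far in both treated libraries. In the other direction, 26 genes rose by at least 3 log2 units. A general stop of transcription from the start should lower short-lived mRNAs below the median of all genes, and the immediate early genes were taken as such. The median of the 18 tested genes was 0.37, and it ran from 0.13 without treated replicate 2 to 0.80 without treated replicate 1. Of these, 12 were higher, and both treated libraries lay above both controls in 10 and below in 4, where chance gives 33.3% for both directions together if all libraries vary alike, and more with treated libraries as variable as these. The lowest log2 fold change among them was −1.24. This argues against a general stop from the start as the whole cause of the falls, while a later stop or one limited to part of the genes stays open, as untested. Cultures may also have differed before the 90 minutes of treatment, and the 30 genes cannot be told apart from a response to it, because no library from before the treatment was analysed and the labels do not name the regimen of the controls.

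Log2 fold changes at 25 µM Cr(VI) fell with genomic length, with a Spearman correlation of −0.194 across 13568 genes, which are not independent replicates. The median was 0.12 in the shortest 20% of genes and −0.22 in the longest 20%, where 27 genes were higher and 146 lower. Damage to DNA that stops transcription would lower long genes more, and this is a candidate explanation that the design gives. The correlation was −0.0899 in treated replicate 1 and −0.239 in treated replicate 2. For replicate 2 minus replicate 1, the correlation with genomic length was −0.173 in the controls and −0.246 in the treated libraries. The longest 20% minus the shortest 20% differed by −0.051 between the controls and by −0.46 between the treated libraries, so that a length trend between libraries unrelated to the treatment cannot be told apart from an effect of the treatment that differed between replicates. With transcript length and GC content regressed out, the correlation was −0.104, which is smaller in size than the SD of 0.105 between the correlations of the treated libraries, so trends with transcript length and GC content cannot be told apart from one with genomic length either.

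The treated libraries differed from each other more than the controls did, with an SD of log2 differences of 0.65 against 0.21. Transcript length and GC content together with genomic length accounted for 8.99% of the variance of the difference between the treated libraries, which argues against such trends as its main part. Differences in exposure or in RNA preparation between the replicates stay open, as untested. The changes of both treated libraries against the controls had a correlation of 0.738 across genes, where 100 simulations of unchanged groups gave a mean of 0.325 and at most 0.349.

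Peaks were spread unevenly over the chromosomes. Relative to chromosome length, chromosome X held 0.556 times as many at 0.5 µM and 0.211 times as many at 25 µM, and chromosome Y 0.138 and 0.0101 times. The highest folds were 1.61 on chromosome 15 at 0.5 µM and 1.55 on chromosome 11 at 25 µM. Over the 19 autosomes the folds of both lists had a Spearman correlation of 0.604 (Pearson 0.673). Gene density might contribute, since at 25 µM the fold had a Spearman correlation of 0.328 with tested genes per megabase (Pearson 0.511), and at 0.5 µM 0.198 (Pearson 0.230). Copy numbers of the chromosomes in these cells could give the same pattern in both lists. Neither explanation can be told apart from the other without the copy numbers, which were not measured here. The chromosome lengths include gaps and repeated sequence, and the folds were corrected for neither. Low folds such as those of chromosomes X and Y therefore do not by themselves show lost copies.

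Among the lists fixed at the start, limma's camera test with a preset correlation called the p53 targets only (21 genes, median log2 fold change 0.62, adjusted p = 0.0293, 17 higher), and its adjusted p from this test ran from 1.5e-04 to 0.0247 over the block, normalization and filter alternatives. The call did not hold in limma's fry test (adjusted p = 0.362) or with an estimated correlation. No p53 target was called by edgeR over all genes and 0 adjusted over the list alone, with 4 under 0.05 unadjusted. The NRF2 targets had a median of 0.17 (adjusted p = 0.10 from limma's camera), and Gsta4 (log2 fold change 0.96), named after its value was seen, was called over all genes and adjusted over the list alone. The immediate early genes had a median of 0.37 (adjusted p = 0.190 from limma's camera). Over all genes 2 were called, Nr4a1 (1.77) and Klf4 (−0.84), named after their values were seen, and 6 were called adjusted over the list alone. The metal response genes had a median of −0.56 (adjusted p = 0.129 from limma's camera), and 0 were called over all genes, with 2 under 0.05 unadjusted and adjusted over the list alone, Mt1 (−1.07) and Mt2 (−1.68), named after their values were seen. Without treated replicate 2 the medians of the p53 targets, NRF2 targets, immediate early genes and metal response genes were 0.19, −0.040, 0.13 and −0.85, and without treated replicate 1 they were 1.03, 0.43, 0.80 and −0.32. Without a filter on low counts the median of the metal response genes was −0.083.

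The 10 factors named by the study had a median log2 fold change of 0.48 (adjusted p = 0.104 from limma's camera). None was called by edgeR without a block over all genes and 0 adjusted over the list alone, with 2 under 0.05 unadjusted, Fosl2 (0.38) and Ctcfl (0.51). The largest change was that of Fosl1 (1.27), which ran from −0.49 without treated replicate 2 to 2.07 without treated replicate 1. Fosb (0.68) ran from −0.85 to 1.44 and Fos (0.39) from −0.15 to 0.81 with these libraries left out. Jun, Junb and Bach2 had values of 0.74, 0.80 and 0.45, Ctcf −0.18, and Jund 0.052, which became −0.052 without normalization beyond library size. The median without treated replicate 2 was 0.15, and without treated replicate 1 it was 0.72.

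At 25 µM Cr(VI) the 15 genes of Table 2A, whose promoter peaks belong to the 0.5 µM list, had log2 fold changes from −0.75 to 1.28. None was called by edgeR over all genes and 0 adjusted over the list alone, with 2 under 0.05 unadjusted, Rtel1 (−0.39) and Pcmtd1 (−0.75). The 147 tested genes with a promoter peak of the 0.5 µM list had a median of 0.0057 at 25 µM (adjusted p = 0.857 from limma's camera), and 2.04% of them differed, against 4.66% of the other genes (Fisher's exact test, two-sided, p = 0.165).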
